A study of Homo sapiens with 9 samples. Its data were reported in "Nuclear and cytoplasmic poly(A) binding proteins (PABPs) favor distinct transcripts and isoforms" (2022).

How the data were processed

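RNA bound by the nuclear poly(A) binding protein (PABPN) or by the cytoplasmic poly(A) binding protein (PABPC) was measured by RNA immunoprecipitation (RIP) followed by total RNA sequencing. HEK293T cells, an established line derived from human embryonic kidney cells, were crosslinked with 0.1% formaldehyde for 10 min. Each of the 3 biological replicates gave 1 lysate, which was divided between the antibodies. The 9 libraries were 3 of input RNA, 3 of PABPN RIP and 3 of PABPC RIP, depleted of ribosomal RNA and sequenced as single-end reads of 75 nt. Groups and replicate numbers were taken from the sample titles.

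The authors aligned the reads to the human hg38 primary assembly with STAR and counted them with featureCounts. Their annotation was derived from an earlier GENCODE release than the one used here, with genes added from the NCBI annotation, and stretches shared by overlapping genes were removed from it. Reads in introns and in exons were counted together for each gene, so a fold change describes spliced and unspliced RNA at the same time. Genes into which transcription ran from an upstream neighbour were removed by the authors, separately for each RIP. The authors then compared each RIP with input in DESeq2 and deposited 2 tables, 1 per RIP, each resting on 6 libraries. The design formula and the treatment of the replicate numbers were not stated.

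The signal column that the authors deposited, baseMean, is the mean over the 6 libraries of read counts divided by DESeq2 size factors. The log2 columns deposited by the authors are the fold change of RIP over input and its standard error (SE). The score deposited by the authors is the Wald statistic, which was checked to be the fold change divided by its standard error. The p-value columns deposited by the authors hold the two-sided Wald p and its Benjamini-Hochberg (BH) adjusted value from DESeq2. The last numeric column is a gene length in bases. Its rank correlation with the union of exons in GENCODE release 44 was 0.950 over the 15490 genes of the PABPN table and 0.948 over the 14812 genes of the PABPC table that had baseMean above 50 and a reference entry, so it was used as an exonic length.

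The PABPN table held 51234 rows for 51111 gene identifiers and the PABPC table held 51391 rows for 51268, with 123 repeated rows in each, of which the first was kept. An adjusted p was given for 21819 and 25758 genes. The deposited adjusted p differed from a BH adjustment recomputed over the listed genes by at most 0.00148 in the PABPN table and 0.000437 in the PABPC table. Both tables gave the mean of each group once baseMean and fold change were combined. The input means of the 2 tables differed by a constant factor of -0.23 on the log2 scale with an SD of 0.00229 over genes, as they would for the same input libraries under 2 sets of size factors.

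Values per library were not analysed here. Depth was therefore worked out from the lowest baseMean values. A gene with 1 read in 1 library takes a baseMean that depends on the size factor of that library alone, and the 6 most frequent non-zero values in each table gave 6 size factors. All 9182 genes of the PABPN table and 9314 genes of the PABPC table with baseMean between 0 and 1 were sums of whole reads under these factors (100%), against 0% of random values of the same range. The sign of the fold change told input from RIP libraries but not one replicate from another. Multiplying each size factor by the sum of its group's means gave an estimated total of reads on the listed genes for each library. The estimates ran from 44.7 to 49.1 M reads for PABPN RIP and from 36.5 to 52.2 M reads for PABPC RIP. For input they ran from 42.7 to 49.2 M reads in the PABPN table and from 42.5 to 49.8 M reads in the PABPC table. The precision of a single gene is its standard error, whose median over genes with baseMean above 50 was 0.137 in the PABPN table and 0.141 in the PABPC table.

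The plan written before the data were examined had a branch for counts and a branch for tables of comparisons, and the second was followed. Genes were called enriched with a log2 fold change above 0.5 and depleted with one below -0.5, in both cases with an adjusted p from the authors' DESeq2 fit of at most 0.01 and baseMean above 50. These are the cut-offs of the study. The overlap of calls was tested with a two-sided Fisher's exact test over the 14579 genes that could pass in both tables, with BH adjustment over the 4 overlaps. Because both comparisons share the input libraries, 100 pairs of unchanged groups were simulated with the input part of each gene's error in common, and their correlation, share of equal signs and overlap were set beside the observed ones. The correlation that the shared error corresponds to at the observed spread of fold changes, a value added after seeing the data, is the mean shared covariance over the product of the SDs. The input part was obtained per gene by solving for the dispersion that gives the deposited standard error.

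The direct comparison of the RIPs was the difference of the 2 log2 fold changes, divided by the root of the summed squared standard errors. A two-sided normal test with BH adjustment was applied over the 14581 genes with baseMean above 50 in both tables, with cut-offs of 0.5 for the difference and 0.01 for the adjusted p. This error ignores that the input is shared and is therefore too large. Gene sets were defined by symbol or biotype before the data were examined. The median fold change of each set was placed among those of 10000 random lists of the same size matched on baseMean in 20 bins. Relations with length are Spearman correlations across genes, which are not independent replicates. Coding sequence (CDS) lengths, intron lengths, GC content and coordinates came from GENCODE release 44 on the same assembly, GRCh38 (hg38). A coding sequence was found for 99.9% of the protein coding genes in each table.

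Genes named in the text followed a rule. It listed 23 symbols, and added for each comparison the 3 highest and the 3 lowest fold changes past the cut-offs with a symbol, and the 3 highest and 3 lowest differences. Of the 23 symbols, 5 were not analysed here under their own names, 1 of them being RN7SK, which the tables list as 7SK. A few further genes are marked in the text as chosen after their values were seen.

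Alternatives were a log2 cut-off of 1 or none, an adjusted p of 0.05, baseMean above 10, above 200 or without a minimum, BH adjustment over genes with baseMean above 50, a Wald test against a change of 0.5, centring on the median, protein coding genes alone, Pearson in place of Spearman, the larger standard error alone, the mean of a set, and random lists matched on biotype as well. Removing the shared input variance from the difference, and CDS length in place of exonic length, were added after seeing the data. Intervals of correlations are from 500 bootstrap draws of genes. Leaving out replicates, other splits of the samples, replicate blocks and other count models need values per library and were not run, and intron and exon levels were not analysed here.

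The procedures were tested on simulated data for 14581 genes of which 200 were changed. The difference test recovered 94.5% of the 200 changed genes, and 0% of its 189 calls were on unchanged genes. The test against 0.5 recovered 93% of the 200, with 0% of 186 calls on unchanged genes. Every changed gene was given the same absolute change, well beyond 0.5, and standard errors came from the dispersions used in the simulation. These rates therefore do not carry over to smaller changes or to estimated dispersions. Of 100 unshifted random lists, 4% fell outside the percentiles from 2.5 to 97.5. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.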

Results

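Poly(A) binding proteins coat the poly(A) tails of RNAs, PABPN mainly in the nucleus and PABPC mainly in the cytoplasm. To compare the RNAs associated with each, 3 lysates of crosslinked HEK293T cells were divided and immunoprecipitated with an antibody against either protein, and total RNA was sequenced from 3 PABPN RIPs, 3 PABPC RIPs and 3 inputs. The data are the log2 fold changes of each RIP over input with their standard errors, from DESeq2. Estimated reads on the listed genes lay between 36.5 and 52.2 M per library, which is a part of all reads sequenced. The highest and the lowest of these totals among the PABPC RIP libraries differed 1.43-fold. Values per replicate were not analysed here, so the spread between replicates enters only through the standard errors.

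The first question was which transcripts each protein enriched or depleted relative to total RNA. Of the 15526 genes that could pass the cut-offs in the PABPN comparison, 2716 were enriched and 2260 were depleted (adjusted p of at most 0.01 from DESeq2, change beyond 0.5). In the PABPC comparison 5703 genes were enriched and 4802 were depleted, of 14843. The cut-offs moved these counts most. A log2 cut-off of 1 gave 1024 enriched and 637 depleted genes with PABPN, and 3712 and 3427 with PABPC, while a Wald test that the change itself exceeds 0.5 gave 916 and 682 with PABPN, and 3884 and 3540 with PABPC. Fold changes were spread over a wider range in the PABPC comparison (SD over genes 1.44 on the log2 scale) than in the PABPN comparison (SD 0.70). The median over genes with baseMean above 50 was -0.041 for PABPN and 0.14 for PABPC, and enriched genes made up 54.6% and 54.3% of the calls. After centring on these medians the shares were 58.2% and 50.2%.

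The 2 proteins differed in the kinds of genes called. Among protein coding genes, 1934 were enriched and 2114 depleted with PABPN (of 12799), and 5188 were enriched and 3516 depleted with PABPC (of 12582). Long non-coding RNAs (lncRNAs) were enriched with PABPN in 617 of 2182 cases (28.3%) and depleted in 86 (3.94%). With PABPC, 366 of 1722 lncRNAs were enriched (21.3%) and 1029 were depleted (59.8%). Processed pseudogenes, which are copies of spliced mRNAs and share sequence with their parent genes, were enriched with PABPC in 80 of 86 cases. Reads of such copies cannot be assigned with certainty.

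The calls of the 2 comparisons were then set against each other. Of the 14579 genes that could pass in both, 1113 were enriched in both RIPs, more than the 930 given by independent lists (odds ratio 1.45, Fisher's exact p 1.78e-16, also after BH adjustment). Genes depleted from both numbered 412, fewer than the 734 given by independent lists (odds ratio 0.411, BH-adjusted p 1.31e-60). In 1367 genes the call was depletion from PABPN and enrichment with PABPC, against 840 for independent lists (odds ratio 3.15, BH-adjusted p 1.32e-132). The opposite pattern, enrichment with PABPN and depletion from PABPC, was found in 374 genes against 813 for independent lists (odds ratio 0.31, BH-adjusted p 9.86e-105). Genes are not independent of one another, so these p-values overstate the evidence. Unchanged groups simulated against the same input gave 0 genes in either shared list, but such groups have hardly any calls by construction, so how much the shared input adds to these overlaps is not known.

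The log2 fold changes of the 2 comparisons were hardly related across genes (Spearman 0.0125, 95% bootstrap interval -0.00463 to 0.0291). Comparisons that share their input libraries are related even without any effect, and unchanged groups simulated on these libraries gave a mean Spearman of 0.409, from 0.386 to 0.427 over 100 draws. That level holds for error alone. Set against the observed spread of the fold changes, the error shared through input corresponds to a Pearson correlation of 0.0119. The observed Pearson correlation was 0.105, and that of the simulated groups 0.421. The 2 fold changes had the same sign in 53.4% of genes, against 64.4% in the simulation. The sign of the small Spearman correlation depended on the genes included, since it was -0.0232 over protein coding genes and -0.0249 with baseMean above 200.

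**Figure D1:**
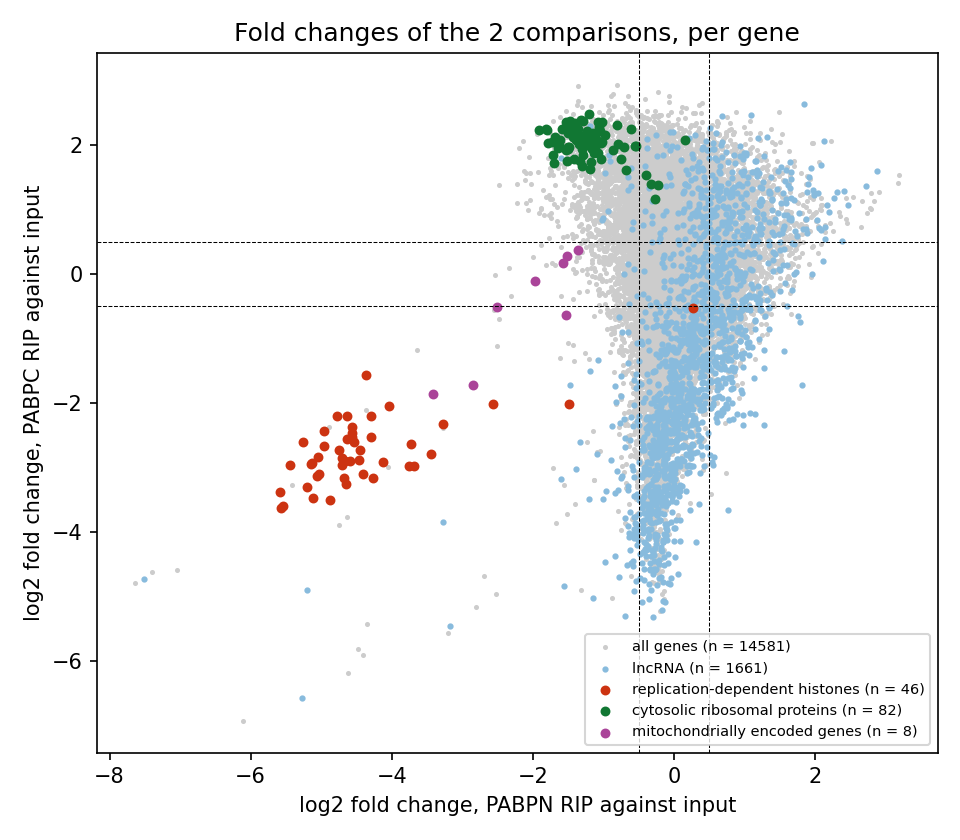
Log2 fold change over input in the PABPN RIP (horizontal axis) and in the PABPC RIP (vertical axis) for the 14581 genes with baseMean above 50 in both tables, 1 point per gene, with dashed lines at the cut-offs of -0.5 and 0.5. Ribosomal protein genes lie at upper left, replication-dependent histone genes at lower left, and lncRNAs extend downwards, with 1146 of the 1661 tested higher with PABPN.

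A direct test of the difference between the RIPs was made for the 14581 genes with baseMean above 50 in both tables. The log2 fold change was higher with PABPN in 5263 genes (36.1%) and higher with PABPC in 4873 genes (33.4%), at an adjusted p of at most 0.01 from the two-sided normal test and a difference beyond 0.5. The median difference was 0.068 and its SD over genes 1.52, while the median error of a single difference was 0.194. Requiring a difference beyond 1 moved these counts most, to 3877 and 3570. Taking out the variance of the shared input, an alternative chosen after seeing the data, gave 5525 and 5085. The larger count passed to PABPC with the difference centred on its median (5029 and 5120) and with baseMean above 200 in both tables (4040 and 4454). Among the 1661 lncRNAs tested, 1146 were higher with PABPN and 112 with PABPC. Among 12452 protein coding genes, 3815 were higher with PABPN and 4713 with PABPC.

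The messages of PABPN1, of PABPC1 and of the related protein PABPC4 were examined first among the listed genes. In the authors' deposited table, PABPN1 (14:23321457-23326163, plus strand) had a log2 fold change of 0.88 (SE 0.126) with PABPN and 1.87 (SE 0.144) with PABPC. PABPC1 (8:100685816-100722809, minus strand) was depleted from PABPN at -0.64 (SE 0.107) and enriched with PABPC at 1.79 (SE 0.116) in the authors' deposited table. In the authors' deposited table, PABPC4 (1:39560709-39576790, minus strand) stood at -0.41 (SE 0.137) with PABPN, short of the cut-off, and at 0.65 (SE 0.141) with PABPC. These values describe the RNAs and not the proteins. Coordinates here and below are from GENCODE release 44 on hg38, given as chromosome, start and end of the gene.

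Long nuclear RNAs differed between the RIPs. XIST (X:73820649-73852723, minus strand) was enriched with PABPN at 1.35 (SE 0.116) and depleted from PABPC at -0.53 (SE 0.0998) in the authors' deposited table. Its reads made up an estimated 4.78% of the PABPN RIP total, 1.71% of input and 1.04% of the PABPC RIP total. NEAT1 (11:65422774-65445540, plus strand) was at 1.81 (SE 0.134) with PABPN and -1.71 (SE 0.122) with PABPC in the authors' deposited table. MALAT1 (11:65497640-65508073, plus strand) was depleted from both, at -1.15 (SE 0.144) and -5.01 (SE 0.113) in the authors' deposited table. The differences between the RIPs passed the test at an adjusted p of at most 0.01 (3.87 with error 0.183 for MALAT1, 3.52 with error 0.181 for NEAT1, 1.88 with error 0.153 for XIST).

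Abundant cytoplasmic mRNAs went the other way. In the authors' deposited table, RPS2 (16:1962058-1964841, minus strand) stood at -1.15 (SE 0.123) with PABPN and 2.19 (SE 0.113) with PABPC. RPL7A (9:133348218-133351426, plus strand) stood at -1.50 (SE 0.0989) and 1.97 (SE 0.155) in the authors' deposited table. GAPDH (12:6534512-6538374, plus strand) was at -2.10 (SE 0.149) and 1.57 (SE 0.127) in the authors' deposited table. ACTB (7:5526409-5563902, minus strand) was at -2.47 (SE 0.173) and 1.38 (SE 0.158), and CKB (14:103519667-103522833, minus strand) at -0.55 (SE 0.137) and 1.94 (SE 0.111), both in the authors' deposited table. CENPM (22:41938737-41947152, minus strand) changed in neither, at -0.059 (SE 0.0967) and 0.070 (SE 0.0968) in the authors' deposited table, and its PABPC value turns negative after centring.

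RNAs made by RNA polymerase III, which lack poly(A) tails, served as a comparison. The 3 genes of this set that were matched by symbol and had enough reads had a median of -5.20 with PABPN and -4.79 with PABPC. Each was depleted from both. 7SK had enough reads but is not in these medians, because the set names it RN7SK. It was depleted from both as well, at -4.41 (SE 0.0976) with PABPN in the authors' deposited table. In the authors' deposited table, RMRP was at -5.20 (SE 0.114) with PABPN and -4.89 (SE 0.185) with PABPC, RN7SL1 (14:49586580-49586878, plus strand) at -7.63 (SE 0.151) and -4.79 (SE 0.187), and RNY1 (7:148987136-148987248, minus strand) at -4.75 (SE 0.472) and -3.88 (SE 0.181). RNY3 and RNY4 had too few reads to be called. Among genes with a symbol, RN7SL1 was also the lowest past the cut-offs in the PABPN comparison, followed by its copies RN7SL4P and RN7SL3 at -7.40 (SE 0.391) and -7.05 (SE 0.172) in the authors' deposited table. The lowest such genes of the PABPC comparison were 7SK (6:52995620-52995950) at -5.90 (SE 0.115) and its copy RN7SKP255 at -5.42 (SE 0.997) in the authors' deposited table. Reads can be shared among these copies, so their separate values are uncertain.

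The next lowest gene with a symbol in the PABPC comparison was protein coding. LRP1B, whose 91 exons span 2:140231423-142131016 on the minus strand, was at -5.22 (SE 0.122) with PABPC and at -0.19 (SE 0.129) with PABPN in the authors' deposited table, and had the highest difference among genes with a symbol and baseMean above 50 in both tables (5.02, error 0.177). It was followed by the lncRNA genes LINC01950 (difference 4.95, error 0.583) and MIR181A1HG (4.90, error 0.214). The lowest differences among those genes were those of EEF1A1P11 (-4.15, error 0.397), RPS21 (-4.15, error 0.225) and EEF1A1P5 (-4.11, error 0.333), of which the first and the last are processed pseudogenes. Among genes with a symbol, the highest fold changes with PABPN were those of BPTFP1 (3.17, SE 0.165), USP32P2 (2.90, SE 0.140) and PTOV1-AS2 (2.88, SE 0.135) in the authors' deposited table. With PABPC they were those of RPS20P14 (3.12, SE 0.330), RPL41P2 (3.08, SE 0.247) and RPS11P5 (3.08, SE 0.380) in the authors' deposited table, all pseudogenes of ribosomal protein genes and uncertain for that reason.

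Gene sets were compared with random lists matched on baseMean. Replication-dependent histone genes, whose mRNAs end in a stem-loop in place of a poly(A) tail, had a median log2 fold change of -4.64 with PABPN, and 46 of 47 were depleted. With PABPC their median was -2.85, and 45 of 46 were depleted. Both medians lay below all 10000 random lists. Of the 102 genes depleted at least 2-fold from both RIPs, 60 were protein coding, and 45 of these belonged to the histone set, 2 were encoded in mitochondria and 13 were other genes. Another 16 were lncRNAs. Cytosolic ribosomal protein genes were depleted from PABPN in 77 of 82 cases (median -1.26) and enriched with PABPC in 82 of 82 (median 2.06). Nuclear genes of the respiratory chain, taken by the symbol prefixes NDUF, COX, UQCR and ATP5 alone, leaned the same way but less uniformly. Their medians were -0.62 and 1.73 over 91 genes. With PABPN 54 were depleted and 4 enriched, and with PABPC 83 were enriched and 6 depleted.

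Other sets differed less evenly. The median of the 8 mitochondrially encoded genes was -1.77 with PABPN, and each was depleted, while with PABPC the median of 9 genes was -0.51 and lay at the 6.27 percentile of random lists, inside the range that chance gives. Zinc finger genes had a median of 0.30 with PABPN over 413 genes, above all random lists. With PABPC their median was 0.012 over 408 genes, at the 2.52 percentile, and it changes sign to -0.13 when fold changes are centred. Small nuclear and nucleolar RNAs had medians of -0.84 (19 genes) and -2.78 (15 genes). Host genes of small nucleolar RNAs (SNHG, 24 genes) stood at 0.23 with PABPN, the 98.4 percentile, and at 0.77 with PABPC, the 96.7 percentile. The lncRNA medians were 0.24 with PABPN and -1.17 with PABPC. Processed pseudogenes had medians of -0.24 over 37 genes with PABPN and 2.38 over 86 genes with PABPC, and the PABPN median turns positive, to 2.16, over the genes with baseMean above 200. Unprocessed pseudogenes had a PABPN median of 0.0093, which falls to -0.078 with baseMean above 200, and a PABPC median of -1.08. The median of protein coding genes was -0.087 with PABPN and 0.25 with PABPC.

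**Figure D2:**
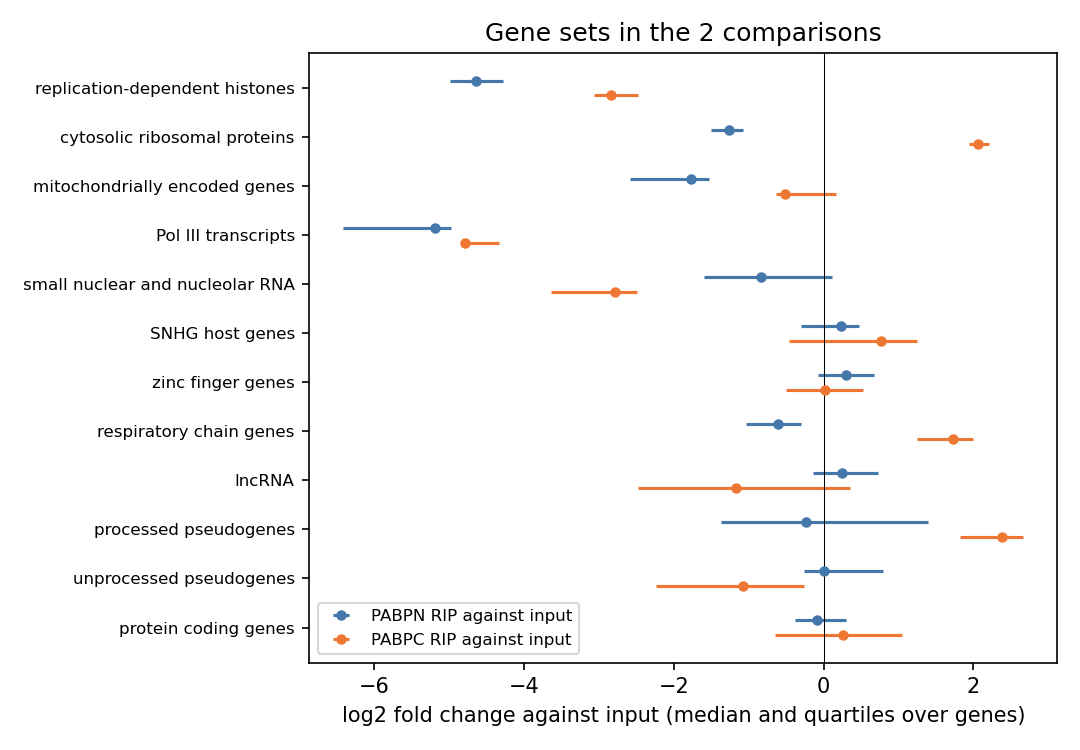
Median log2 fold change over input (points) with lower and upper quartiles over genes (bars) for each gene set, in the PABPN and the PABPC comparison. Histone genes lie below 0 in both, with medians of -4.64 and -2.85, while ribosomal protein genes lie on opposite sides of 0, at -1.26 and 2.06.

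The relation of gene length to association was examined across genes. With the deposited exonic length of all genes with baseMean above 50, the Spearman correlation with the log2 fold change was -0.0189 for PABPN (15528 genes, 95% bootstrap interval -0.0339 to -0.00367) and -0.342 for PABPC (14844 genes, -0.357 to -0.326). Over protein coding genes it was 0.0735 for PABPN, opposite in sign to that of all genes, and -0.484 for PABPC. With CDS length it was 0.0611 for PABPN and -0.534 for PABPC over protein coding genes. Over protein coding genes past the cut-offs it was 0.189 (4045 genes) and -0.590 (8696 genes). When protein coding genes were divided into 10 groups of rising exonic length, from the shortest to the longest group the median PABPC fold change went from 1.43 to -0.79, and the median PABPN fold change from -0.29 to -0.12.

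**Figure D3:**
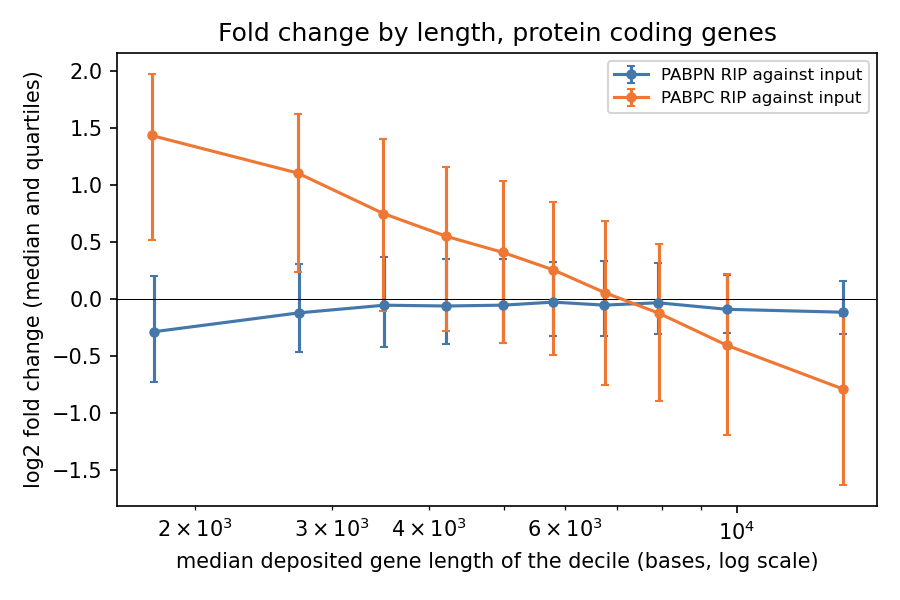
Median log2 fold change over input with quartiles over genes (bars) against the median deposited length in bases (log scale) of each of 10 groups of protein coding genes. The PABPC medians go from 1.43 to -0.79 with length, while the PABPN medians stay between -0.29 and -0.030.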

Values the study reported

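The study reported 2716 genes enriched with PABPN and 5703 genes enriched with PABPC against input, of which 1113 were enriched in both. It reported 2260 genes depleted from PABPN and 4802 genes depleted from PABPC, with 412 depleted from both. Among protein coding genes reduced at least 2-fold in both RIPs, it counted 60 genes, of which 48 encode histones and 2 are encoded in mitochondria. It also counted 24 lncRNAs with such a reduction. For coding sequence length, it gave Spearman correlations of 0.18 with PABPN enrichment and −0.59 with PABPC enrichment.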

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

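Each gene named by the rule for which the difference between the RIPs was tested and passed the cut-offs is given here, with the genes that are listed for 1 comparison only. The tests of opposite directions, of protein coding and non-coding genes without introns, of intron length against the difference, and of pseudogenes outside the ribosomal proteins were chosen after the data had been seen. Planned tests of centring, of single-exon genes past the cut-offs, of standard errors and of upstream distance were dropped, because their outcome was fixed in advance or did not bear on the explanation.

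Abundant mRNAs had a lower log2 fold change with PABPN than with PABPC, by a tested difference of -3.34 for RPS2, -3.47 for RPL7A, -3.66 for GAPDH, -3.85 for ACTB, -2.49 for CKB and -4.15 for RPS21. The messages of the poly(A) binding proteins showed the same direction, with -0.99 for PABPN1, -2.43 for PABPC1 and -1.06 for PABPC4. The difference was 1.88 for XIST, 3.52 for NEAT1, 3.87 for MALAT1, 5.02 for LRP1B, 4.95 for LINC01950 and 4.90 for MIR181A1HG. It was 1.76 for BPTFP1, 1.63 for USP32P2 and 1.28 for PTOV1-AS2. Genes picked as the extremes of a comparison have large values by that choice.

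The opposite directions argue against 1 offset for all genes, since such an offset moves every gene the same way, while 374 genes had opposite calls in the less frequent direction (enriched with PABPN, depleted from PABPC) and 1367 in the other. These counts were 16 and 371 with a log2 cut-off of 1, and 13 and 406 with the Wald test against 0.5. With each comparison centred on its median they were 451 and 1213. Intronic reads as the cause of depletion from PABPN with enrichment with PABPC were examined in 143 protein coding genes. These have 1 exon in the canonical transcript and no base outside annotated exons, histone and mitochondrial genes left out. Of the 143, 31 had these calls. The difference departed from the median of the set past the cut-offs in 69 (48.3%), 30 above and 39 below. The SD of 1.04 exceeded the median error of 0.237, so genes without introns also differed from one another. Such a spread can arise for many reasons and does not bear on these calls. The 31 genes with these calls have no annotated intron. As far as the annotation is complete, this argues against their own intronic reads as the whole cause in them. For genes with introns, intronic reads stay open for this direction. Intronic reads may contribute to both directions. The median difference of the 143 genes was -1.45, toward PABPC, and the difference rose with total intron length over protein coding genes (Spearman 0.631). For enrichment with PABPN and depletion from PABPC, 0 of the 143 genes had these calls. Of 235 non-coding genes of the same kind, 18 were depleted from PABPN and enriched with PABPC. Another 11 were enriched with PABPN and depleted from PABPC, NEAT1 among them. As far as the annotation is complete, this argues against their own intronic reads as the whole cause in those 18 and those 11 genes. For the other genes enriched with PABPN and depleted from PABPC, intronic reads stay open. The association of each RNA with the 2 proteins in different compartments was not tested here. The paper sequenced nuclear and cytoplasmic fractions and reported that where an RNA is located largely follows its enrichment. It also reported a higher ratio of intronic to exonic reads with PABPN than with PABPC.

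The tested difference was -2.85 for RN7SL1, -2.79 for RN7SL4P, -2.47 for RN7SL3 and 1.50 for 7SK. All 4 are depleted from both RIPs by more than the difference between them. RNA carried over from input and reads shared among the copies of these genes were not tested as explanations. The difference was -1.99 for MT-ND4, and no explanation was tested for it.

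The difference was -4.15 for EEF1A1P11 and -4.11 for EEF1A1P5, which are processed pseudogenes. Reads taken from the parent gene are a candidate explanation. Of the processed pseudogenes in the PABPC comparison, 58 had a parent gene by name, and the fold changes of pseudogene and parent were related with a Spearman correlation of 0.722 (two-sided permutation p 2e-05, the smallest that the permutations can give). With 31 of the parents ribosomal protein genes, the relation among the other 27 was 0.885. Transcription of the pseudogenes themselves was not tested.

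The PABPC table lists 163 genes that the PABPN table does not, and 21 of them passed the cut-offs (10 enriched, 11 depleted). The PABPN table lists 6 genes of its own, of which 1 passed. These genes entered the counts of their own comparison and no joint one. The authors removed genes with transcription running in from upstream, per RIP, and no explanation was tested for the fold changes of the genes that remained in 1 table.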

How the results depend on the processing

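Alternatives fixed before the data were examined were run one at a time. Removing the shared input variance from the difference and using CDS length were chosen after seeing the data. No paired analysis was possible because the tables hold no columns per sample. Leaving out each replicate, other splits of the samples, replicate blocks, other count models, a filter on counts and the gene set tests planned for counts per library (camera and fry) were not run for the same reason, and intron and exon levels were not analysed here.

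The 6 counts of calls stayed within 1.5 times of the reported ones with an adjusted p of 0.05, with other baseMean minimums, with BH adjustment over genes with baseMean above 50, with centring and with protein coding genes alone. A log2 cut-off of 1 left 1024 genes enriched and 637 depleted with PABPN, 3712 enriched with PABPC, 247 enriched in both and 102 depleted from both. Without a log2 cut-off, 3394 genes were depleted from PABPN and 1042 from both. The Wald test against a change of 0.5 left 916 enriched and 682 depleted with PABPN, 253 enriched in both and 92 depleted from both. Stricter or looser cut-offs change these counts by construction. The counts of genes higher with PABPN and higher with PABPC in the direct comparison stayed within 1.5 times under each alternative, including the added one. Which count was larger did not hold. More genes were higher with PABPC when the difference was centred on its median (5120, against 5029 with PABPN). The same held with baseMean above 200 in both tables (4454 against 4040).

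The correlation of the fold changes was 0.0663 with baseMean above 10 and 0.105 as Pearson, and reversed to -0.0249 with baseMean above 200 and -0.0232 over protein coding genes. The cause was not tested. The relation of length with the PABPN fold change was -0.0572 with baseMean above 10 and reversed to 0.0632 with baseMean above 200, 0.0735 over protein coding genes, 0.0450 as Pearson and 0.0611 with CDS length. The cause was not tested. With PABPC it kept its sign, at -0.224 with baseMean above 10, -0.434 above 200, -0.484 over protein coding genes, -0.214 as Pearson and -0.534 with CDS length.

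Matching on biotype was not run for the sets that are biotypes themselves (small nuclear and nucleolar RNAs, lncRNAs, pseudogenes and protein coding genes). Under the alternatives that were run, gene sets outside those named next kept their sign and their side of the percentile limits. With baseMean above 200 the PABPN median reversed to 2.16 for processed pseudogenes, where 6 genes remained of 37, and to -0.078 for unprocessed pseudogenes. Centring reversed the PABPC median of zinc finger genes to -0.13. Taking means reversed the zinc finger value to -0.0066 with PABPC and the processed pseudogene value to 0.029 with PABPN, and left the SNHG genes at 0.11 with PABPN inside the random range. Matching on biotype as well left the Pol III set inside the random range at -5.20 with PABPN and -4.79 with PABPC. RN7SL1 and RNY1 share the biotype misc_RNA with 7SK, RN7SL3 and RN7SL4P. Lists matched to this set can therefore draw its own members and other RNAs of its kind, so they cannot decide on its depletion. The same matching left the SNHG genes at 0.23 with PABPN inside the random range. With PABPC the SNHG genes at 0.77 and the zinc finger genes at 0.012 moved outside it. The cause of the changes in the other sets was not tested.

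Among the named genes, CENPM reversed to -0.070 with PABPC under centring. Counting each named gene, comparison and alternative once, 585 other values were unchanged in direction and call, 21 lost their call and 5 gained one. The losses came with baseMean above 200 (9), the log2 cut-off of 1 (6) and the Wald test against 0.5 (6). Depth limits the rarest genes, such as RNY3 and RNY4, which pass only without the baseMean minimum.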

Other observations

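Tests in this part were written before their results were seen, except the relations of total intron length itself and those within groups of intron length, which were chosen afterwards. Genes named here outside the rule were chosen after their values were seen.

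The PABPC fold change fell with CDS length across protein coding genes (Spearman -0.534 over 12573 genes). Since intronic reads were counted with exonic ones, reads of unspliced RNA in input could lower the fold change of genes with long introns. Holding total intron length fixed left -0.321, so this is argued against as the whole of the relation, although a good part of it went. Among 190 single-exon protein coding genes outside the histones the relation was -0.377 (two-sided permutation p 2e-05, the smallest that the permutations can give). Holding GC content fixed gave -0.559 and holding baseMean fixed gave -0.542, which argues against either as the cause.

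Total intron length itself was related more closely to the PABPC fold change (Spearman -0.764) than CDS length was, and the relation was -0.691 with CDS length held fixed. With genes divided into 10 groups by total intron length, the median PABPC fold change went from 1.65 in the group with the least intron to -2.02 in the group with the most, whose median total intron length was 288 kb. The corresponding PABPN medians were -0.0067 and -0.25. Within the group with the most intron the relation of CDS length with the PABPC fold change was 0.0102, while within the group with the least it was -0.455. A candidate explanation is that part of the PABPC depletion of long genes reflects unspliced RNA in input, and the partial relation of -0.321 leaves a separate share for CDS length. Levels of introns and exons were not analysed here, so the shares cannot be measured.

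Histone genes could be depleted because they are short and have 1 exon and not because their mRNAs lack a poly(A) tail. This is argued against by 2 sets of controls. In the PABPC comparison, 10 replication-independent histone genes had a median of 1.49 and 31 single-exon genes with a coding sequence between 309 and 663 bases had a median of 1.92, against -2.85 for the histone set. The lower of the 2 lay 4.33 above the histone set. In the PABPN comparison the medians were -0.32 and 0.060 against -4.64. The exception in the histone set was H2BC6, at 0.27 (SE 0.185) with PABPN and -0.52 (SE 0.228) with PABPC in the authors' deposited table, and its cause was not tested.

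Mitochondrially encoded genes were depleted from PABPN but not evenly from PABPC. In the authors' deposited table, MT-ND4L was at -3.42 (SE 0.143) with PABPN and -1.87 (SE 0.128) with PABPC, MT-ND5 at -2.84 (SE 0.140) and -1.72 (SE 0.177), and MT-CO2 at -1.36 (SE 0.0919) and 0.37 (SE 0.160). The test planned for this pattern needed MT-ND6, which was not analysed here, so no explanation was tested.

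MALAT1, whose transcript ends without a poly(A) tail, lay among the lowest genes with PABPC but not with PABPN. Only 19 genes were lower with PABPC, and none of the 46 histone genes was, while 445 genes were lower with PABPN. No explanation was tested.

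Of the protein coding genes depleted at least 2-fold from both RIPs, 45 belonged to the histone set here. That is lower than the value quoted from the study above. The set used here leaves out H4-16, H2BU1 and H2AW by its symbol rule, and these are among the 13 other genes. Among genes depleted at least 2-fold from both RIPs, 16 were lncRNAs here. That is lower than the value quoted from the study above, and the cause was not tested.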
